# Partial Restoration of Macrophage Alteration from Diet-Induced Obesity in Response to *Porphyromonas gingivalis* Infection

**DOI:** 10.1371/journal.pone.0070320

**Published:** 2013-07-29

**Authors:** Guilhem Richard, Niraj Trivedi, Calin Belta, Salomon Amar

## Abstract

Obesity is a chronic inflammatory disease that weakens macrophage innate immune response to infections. Since M1 polarization is crucial during acute infectious diseases, we hypothesized that diet-induced obesity inhibits M1 polarization of macrophages in the response to bacterial infections. Bone marrow macrophages (BMMΦ) from lean and obese mice were exposed to live *Porphyromonas gingivalis* (*P. gingivalis*) for three incubation times (1 h, 4 h and 24 h). Flow cytometry analysis revealed that the M1 polarization was inhibited after *P. gingivalis* exposure in BMMΦ from obese mice when compared with BMMΦ from lean counterparts. Using a computational approach in conjunction with microarray data, we identified switching genes that may differentially control the behavior of response pathways in macrophages from lean and obese mice. The two most prominent switching genes were thrombospondin 1 and arginase 1. Protein expression levels of both genes were higher in obese BMMΦ than in lean BMMΦ after exposure to *P. gingivalis*. Inhibition of either thrombospondin 1 or arginase 1 by specific inhibitors recovered the M1 polarization of BMMΦ from obese mice after *P. gingivalis* exposure. These data indicate that thrombospondin 1 and arginase 1 are important bacterial response genes, whose regulation is altered in macrophages from obese mice.

## Introduction

Previous works showed that the macrophage, a cell responsible for the secretion of inflammatory mediators [1], [2], [3], tends to accumulate in adipose tissue of obese subjects as compared with lean subjects [4]. However, rather than having a heightened response to infection due to elevated amounts of inflammatory signals and immune cells, previous studies found that the response to infection in obese subjects was instead impaired [5], [6], [7].

Smith *et al.* [5] showed that obese mice had a 6.6-fold higher mortality rate than lean mice in response to infection. The obese mice mounted an immune response that attempted to recover from the infection, as indicated by levels of interleukin (IL)-6 and TNF. These cytokines, however, required 6 days to reach circulating concentrations expected after only 3 days in lean mice [5]. Mice with diet-induced obesity exposed to oral infection or systemic inoculation of live *Porphyromonas gingivalis* (*P. gingivalis*) developed a blunted inflammatory response with reduced expression of TNF, IL-6, and serum amyloid protein A (SAA) when compared with lean mice [7]. A major challenge is to determine the factors that are responsible for the delay in the response to infection in obese subjects. Identifying such factors may have therapeutic implications for obese humans fighting infections.

Macrophage phenotypes can be characterized as classical (M1) or alternative (M2) activation states. Proinflammatory cytokines, such as interferon (IFN)-γ and interleukin (IL)-1β, and inducers of TNF, such as lipopolysaccharide (LPS), promote M1 macrophage differentiation [8]. M1 macrophages produce proinflammatory cytokines, such as TNF, IL-6, and IL-12, and are linked to increased immune response and tissue destruction [9]. IL-12 is a powerful signal for the generation of T helper type 1 lymphocyte (T_H_1) responses required to eliminate intracellular pathogens [10]. In contrast, M2 macrophages, which are induced in response to IL-4 and IL-13, dampen the inflammatory process by producing anti-inflammatory factors, such as IL-10 and TGF-β, and are associated with angiogenesis and tissue repair [8], [11]. Obesity induces M1 polarization in adipose tissue macrophages [9]. However, its role on BMMΦ polarization is unclear.

A widespread approach to quantify the differences between two experimental conditions is to identify and rank the genes that are differentially expressed between the two conditions [12], [13]. However, identifying the genes that cause the phenotypic differences is difficult: due to gene network interactions, the causative genes may not be the most differentially expressed. Ideally, a detailed and accurate mathematical model of relevant gene interactions could help in answering this question [14], [15]. The construction of such a model, which includes topological reconstruction and kinetic parameters estimation, is currently an impossible task at the genome scale. Therefore, we propose a simple, computationally efficient method that combines machine learning with database searches to predict such genes from a small amount of gene expression data.

In the present study, we hypothesized that diet-induced obesity exerted novel effects on M1/M2 polarization of macrophages in response to *P. gingivalis* infection. To this aim, we evaluated the effects of diet-induced obesity on BMMΦ differentiation and polarization. Using cDNA arrays and bioinformatics techniques, we identified switching genes that have critical effects on M1/M2 polarization of macrophages from obese mice after *P. gingivalis* infection.

## Materials and Methods

### Bacteria culture

*P. gingivalis* 381 (ATCC, Manassas, VA) was grown in brain-heart infusion broth (Gibco) enriched with hemin (5 µg/ml) and menadione (100 ng/ml) in an anaerobic atmosphere (85% N2, 10% H2, 5% CO2) for 24 to 48 hours at 37°C. Cells were grown until the culture reached an optical density of 0.8 at 560 nm. After centrifugation, the cell pellet was resuspended in 1 mL bacteriostatic 0.9% sodium chloride. Cell concentration was measured by absorbance at 560 nm.

### Macrophage culture and in vitro infection

For 16 weeks, C57BL/6J mice were fed a high fat diet to induce obesity [7]. Control (lean) mice were maintained for the same period on standard laboratory chow. No diabetic animals were included in the study. Obese and lean mice were euthanized via isofluorane exposure. The femurs and tibulas were dissected from mice and bone marrow cells were flushed from medullar cavity of the bones with PBS and then cultured in 30% L-929 conditioned RPMI media at a density of 10^6^ cells/ml [16]. After one week at 37°C, cells differentiated into bone marrow macrophages (BMMΦ) and cell culture medium was changed with fresh RPMI-1640 media 1 h before the experiments. Cultured *P. gingivalis* were added to the BMMΦ cultures at 20 times the concentration of BMMΦ (MOI = 20∶1) [12]. BMMΦ incubated with *P. gingivalis* for three different lengths of time: 1 h, 4 h, and 24 h. Cells were collected for further studies after each incubation time.

### Flow cytometry

Flow cytometry (FACS) analysis was performed with routine protocols using the FACSCan flow cytometer (BD Immunocytometry Systems), with antibodies against IL-10, IL-12, CD11b and F4/80 (eBioscience). For cytoplasmic staining, cells were treated with Brefeldin A, and were stained and analyzed by using a fixation & permeabilization kit (eBioscience) following the recommended protocols.

### Cytokine Measurement

Concentrations of cytokines in sera or cell culture supernatants were measured by using Bio-Plex Luminex assay [7]. TNF and IL-10 levels were determined using BD Bioscience-PharMingen ELISA kits.

### RNA extraction and cDNA synthesis

Total RNA from macrophages were extracted and purified using an RNA extraction kit from Fujifilm. cDNA synthesis using reverse transcriptase PCR was performed via protocols and reagents from the Bio-Rad iScript cDNA Synthesis kit.

### cDNA microarray

cDNA from BMMΦ of lean and obese mice treated with live *P. gingivalis* for three lengths of time (1, 4, and 24 h) were hybridized on Affymetrix Mouse Genome 430 2.0 Arrays, as described in our previous study [12]. Hybridization was performed on three replicates at each time point (18 arrays total). Normalization of microarray data was performed using Bioconductor; part of the software package R. Quantile normalization was used to reduce the variability from the three replicates at each time point. Loess normalization was employed to reduce system noise between time points. Differentially expressed genes between cells from obese or lean mice were identified using the limma package in R at each time point. The cDNA microarrays were submitted to the Gene Expression Omnibus (GEO) database (accession number: GSE47414, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gSE47414).

### Switching genes and pathway enrichment

We used Self-Organizing Maps (SOMs), a machine learning method developed by Kohonen [17], to capture genes that behave similarly in either lean or obese macrophages in response to infection. A SOM spatially clusters genes that have similar expression levels over time. Genes in a cluster have temporal dynamics that can all be described by the same average behavior. Genes in adjacent clusters have close, but different behaviors. The more the clusters are distant on the SOM, the more these differences become significant. Two separate SOMs were generated from the microarray data of lean and obese mouse macrophages in response to *in vitro* infection, one using the lean dataset and one using the obese dataset. The SOM algorithm was executed using GEDI (Children's Hospital Boston) [18]. We used a 35×36 cluster map and each cluster was represented by the average behavior of its genes. Information about the genes on the Affymetrix array sets, such as gene name, gene abbreviation, Entrez GeneID, etc., were downloaded from EASE [19], loaded into a MySQL database (Oracle Corporation, Redwood City, CA), and accessed by SequelPro (North of Three, Australia).

We define a “switching” gene as a gene that is present in differentially expressed clusters between the lean SOM and the obese SOM, and which satisfies the following three additional properties (see Figure 1):

**Figure 1:**
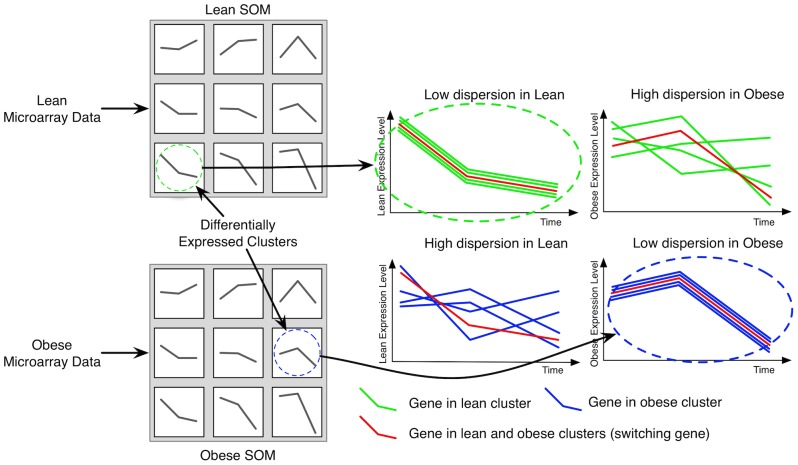
Schematic of the procedure for identifying switching genes. Microarray data for the BMMΦ from lean and obese mice in response to infection was used to create two Self-Organizing Maps (SOMs). Differentially expressed clusters from the lean and obese SOMs with at least one gene in common were identified and plotted as shown. The left and right graphs show the behavior of genes in the lean and obese BMMΦ, respectively. The green dashed circle refers to a lean cluster, as taken from the lean SOM, where all the gene trajectories, shown in green, have similar behavior over the three time points. These genes lose their clustered behavior over time when expressed in obese BMMΦ. Similarly, the blue dashed circle refers to an obese cluster, as taken from the obese SOM. All the trajectories shown in blue are clustered when genes are expressed in obese BMMΦ, and dispersed when genes are expressed in lean BMMΦ. The red line represents the time behavior of the switching gene, which moves from the lean cluster to the obese cluster due to the change in condition. This gene appears to activate/deactivate the genes in the lean and obese clusters.

1. The sets of genes that cluster with the switching gene in the lean and obese SOM are disjoint; 2. All the genes that cluster with the switching gene in the lean (obese) SOM are not part of the same cluster in the obese (lean) SOM: gene expressions appear clustered in the lean (obese) dataset, and dispersed in the obese (lean) dataset; 3. The sets of genes in either the lean or obese clusters enrich known pathways. Based on this definition, a switching gene has a potentially “pivotal” behavior due to its property of activating/deactivating biologically relevant pathways. Such a gene is likely to cause on/off switches from a function to another in the lean vs. the obese macrophages.

We assess the dispersion of clustered genes by summing the standard deviation of all gene expressions at each time point. We computed the Euclidean distances (*i.e.*, the square roots of the sums of the squares of the differences at each time point) between the average behaviors of all pairs of clusters for both lean and obese SOMs using MATLAB (The Mathworks, Natick, MA) to characterize the difference of expression between genes from different clusters. We searched for switching genes with MySQL and ranked the corresponding pairs of lean and obese clusters according to their Euclidean distance (*i.e.*, differential expression).

### Pathway Enrichment

The software package DAVID [20] was used to determine pathway enrichment in the lean and obese clusters of each switching gene. A pathway was considered enriched by a cluster if at least two genes in the cluster belonged to a pathway and the EASE score, a modified Fisher Exact Test from DAVID, was <0.1. If no pathway was enriched, the spatial map of the SOM was used to capture more genes in the cluster. Since clusters adjacent to each other have similar behaviors, genes in clusters immediately adjacent to the original cluster were included only if the genes had a distance less than one standard deviation from their switching gene. The resulting genes in the cluster were capped to 250 genes as suggested by DAVID [21].

### Quantitative RT-PCR

Primer-BLAST [22] was used to select primers for genes to be tested as shown in Table S1. Quantitative PCR was performed on all samples using iQSYBR Green Supermix (Bio-Rad). β-actin was used to normalize the data. Quantitative PCR was considered to validate the microarray data if both methods showed the same relative intensity and/or had the same behavioral trend for a given gene.

### Western blot

Western blots were performed using antibodies against thrombospondin 1, arginase 1 or β-actin (Santa Cruz Biotechnology) according to previous protocols [12].

## Results

### Diet-induced obesity inhibits M1 polarization of bone marrow macrophages after *P. gingivalis* infection

Our previous studies showed that bone marrow macrophages (BMMΦ) from obese mice exhibited blunted proinflammatory responses when challenged with live *P. gingivalis* [6], [7], [23]. In this study, we tested whether diet-induced obesity affects BMMΦ M1/M2 polarization. We cultivated bone marrow cells in the presence of L929 conditioned medium to induce the differentiation of these cells into mature BMMΦ [16]. Flow cytometry (FACS) analysis confirmed that BMMΦ expressed macrophage specific marker CD11b and that there was no difference in its expression level between BMMΦ from lean and obese mice (Figure 2A). This suggests that diet-induced obesity does not affect macrophage differentiation. BMMΦ derived from obese and lean mice were labeled with macrophage maturation marker F4/80 to determine if diet-induced obesity affects the maturation status of BMMΦ. Marker expression level was measured by FACS analysis. Results showed that diet-induced obesity also did not affect the maturation of BMMΦ *in vitro* (Figure 2B). BMMΦ obtained from lean and obese mice were stimulated with live *P. gingivalis* for 1, 4, and 24 h to analyze the M1/M2 polarization of macrophages after infection. Cells were analyzed by FACS for the cytoplastic expression of IL-12 and IL-10, hallmark cytokines of M1 and M2 polarization, respectively (Figure 2C). We summarized the results from this analysis by counting the BMMΦ from lean and obese mice that showed high levels of IL-12 and low levels of IL-10 on one side, and high levels of IL-10 and low levels of IL-12 on the other side (Figure 2D). As shown in Figures 2C and 2D, the M1 polarization of BMMΦ from obese mice was inhibited during *P. gingivalis* infection at all tested time points when compared with BMMΦ from lean mice. The M2 polarization was however comparable between BMMΦ from lean and obese mice.

**Figure 2:**
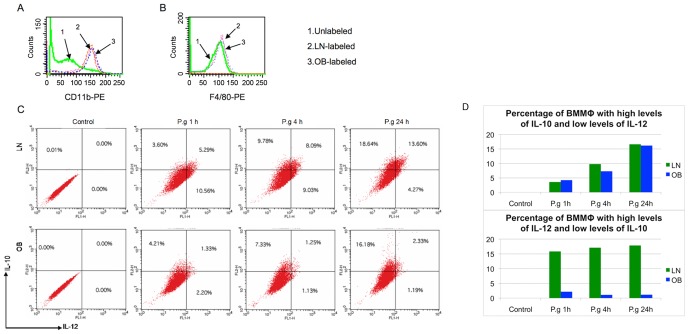
M1 polarization is inhibited in BMMΦ from obese mice after *P.* *gingivalis* infection. (A) Uninfected BMMΦ from lean (LN) and obese (OB) mice were left unlabeled or were labeled with PE-conjugated anti-mouse CD11b and analyzed by FACS to determine macrophages differentiation. (B) Uninfected BMMΦ from LN and OB mice were left unlabeled or were labeled with PE-conjugated anti-mouse F4/80 and analyzed by FACS to determine macrophages maturation. (C) BMMΦ from LN and OB mice were infected with *P. gingivalis* (P.g) for 1, 4 and 24 h. Cells were collected and labeled with PE-conjugated anti-mouse IL-12 and FITC-conjugated anti-mouse IL-10. The percentages of M1 and M2 macrophages were measured by FACS analysis. Data represent one of three independent experiments with consistent results. (D) Percentage of BMMΦ from LN and OB mice that present an M1 polarization (high levels of IL-12 and low levels of IL-10) and an M2 polarization (high levels of IL-10 and low levels of IL-12).

### Switching genes identified between lean and obese bone marrow macrophages

To determine the switching genes that alter the M1 polarization of BMMΦ from obese mice during *P. gingivalis* exposure, we further investigated the gene profiles of BMMΦ infected with *P. gingivalis* for 1, 4, and 24 h. 

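RNA of BMMΦ from mice fed a high-fat diet (OB) or standard chow (LN) for 16 weeks was hybridized to 18 Affymetrix mouse genome arrays, 3 for each diet at 1, 4 and 24 h after live *P. gingivalis* was added at a multiplicity of infection of 20. No array of uninfected cells is among them, so changes over time are read against 1 h. The deposited values are log2 intensities of 45101 probe sets, which the authors made with quantile normalization of the replicates of a time point and loess normalization between time points. The paper's text does not name the method that summarized probes into probe sets. Of the probe sets, 34958 are annotated to 1 gene, and for each of 18194 genes the probe set with the highest mean over all arrays was used, with no filter on intensity. Differences were tested with limma, with 1 coefficient for each of the 6 groups, and p-values were adjusted over all genes by the Benjamini-Hochberg method. Arrays of the same group correlated at 0.9966 to 0.9985, and the median SD within groups was 0.103 on the log2 scale. The number of arrays limits the precision. Whether the replicates are separate cultures or separate mice is not stated, so the p-values measure the spread between these samples, which may be technical.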

We found a total of 158 genes that were differentially expressed between lean and obese BMMΦ (FDR≤2 and p<0.05). 

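Genes induced by type I interferon, which arm cells against viruses and intracellular bacteria, were lower in OB than in LN BMMΦ at every time point. Of 46 such genes measured, 37 were lower and 1 was higher at 1 h, 40 were lower and 0 higher at 4 h, and 45 were lower and 1 was higher at 24 h (41, 40 and 45 lower when adjusted over the list alone). Slfn1, a Schlafen family gene, had a log2 value of 10.17 ± 0.045 (SD, n = 3) in LN and 6.62 ± 0.106 (SD, n = 3) in OB at 24 h, a difference of -3.55 (standard error 0.0746, adjusted p = 4.19e-17 from limma). Ifit2, whose protein binds RNA and restrains translation, differed by -2.87 at 24 h (adjusted p = 4.19e-17), and Irf7, the transcription factor that amplifies the interferon response, by -1.65 (adjusted p = 1.15e-12).
Genes of the early NF-κB response were first higher and then lower in OB. Of 43 measured, 26 were higher and 2 lower at 1 h, 18 were higher and 10 lower at 4 h, and 7 were higher and 24 lower at 24 h (30 and 3, 18 and 13, and 7 and 24 when adjusted over the list alone). The inflammatory cytokine Tnf was higher in OB by 0.43 at 1 h (0.24 and no longer past the test with quantile normalization of all arrays) and differed by -1.15 at 24 h, and Ptgs2, the inducible enzyme of prostaglandin synthesis, differed by -2.04 at 24 h. Of 29 genes of M1 polarization, 11 were higher and 5 lower in OB at 1 h, 9 and 14 at 4 h, and 2 and 21 at 24 h (12 and 8, 9 and 15, and 2 and 21 when adjusted over the list alone). Lower at 24 h were, among others, the transcription factor Irf1 (-1.94) and the interferon-inducible GTPase Gbp2 (-1.71). Markers of fibroblasts and stromal cells were higher in OB, 20 of 39 at 1 h, 23 at 4 h and 28 at 24 h (22, 23 and 31 when adjusted over the list alone), and 1, 2 and 0 were lower. With limma's camera and an estimated correlation, the interferon list was called lower at all 3 time points (adjusted p = 0.00507, 0.0292 and 0.000156). The NF-κB list was called higher at 1 h (0.000364) and lower at 24 h (0.0192), without a call at 4 h. The M1 list was called lower at 24 h (0.00269). It was not called at 1 h, where its direction was higher (median 0.0708, adjusted p = 0.0566). Nor was it called at 4 h, where its direction was lower (0.609).

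**Figure D1:**
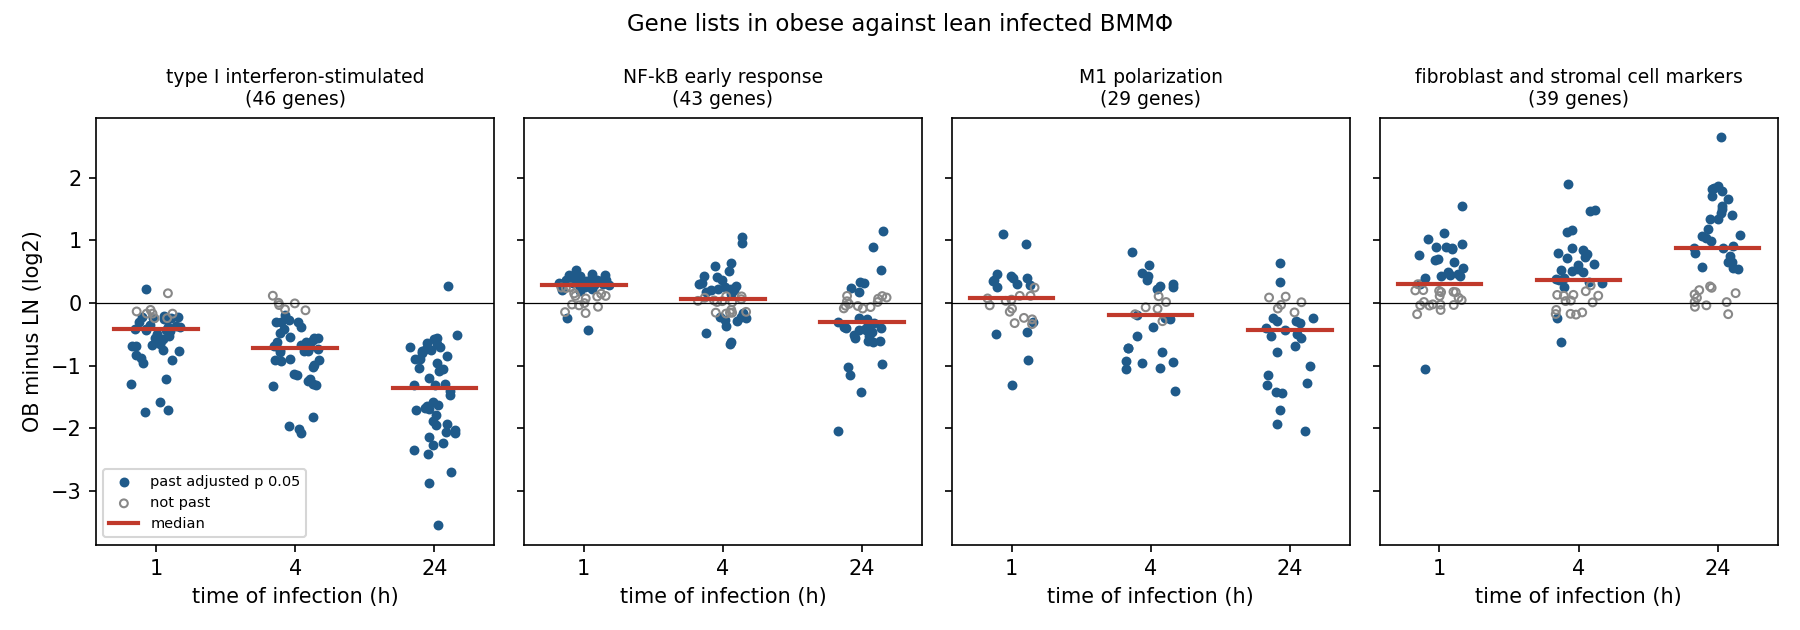
Difference between OB and LN (log2, vertical axis) at 1, 4 and 24 h (horizontal axis) for 4 gene lists, 1 dot per gene, filled where the adjusted p was under 0.05, with the median of each list in red. The median of the interferon-stimulated genes lies at -0.421, -0.717 and -1.36, and that of the stromal markers at 0.308, 0.357 and 0.881.

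At an adjusted p under 0.05, 2387 genes differed between OB and LN at 1 h (562 higher and 1825 lower in OB), 5526 at 4 h (2785 and 2741) and 4025 at 24 h (2104 and 1921). At a false discovery rate of 2% at any of the 3 time points, 6462 genes differed, of which 328 differed at least 2 fold. The direction at 1 h depends on the scaling between arrays. With quantile normalization of all arrays, 610 genes were higher and 656 lower. With each array centred on its median, 1258 were higher and 465 lower, while at 24 h this centring gave 909 higher and 4291 lower. With array weights, 6952 genes differed at 1 h (1020 higher and 5932 lower). The 1 h count was 1264 without LN 1 h replicate 3, 1461 without OB 1 h replicate 1 and 1498 without OB 1 h replicate 2.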

We identified 61 switching genes using our computational approach described in Materials and Methods and illustrated in Figure 1. 

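The second criterion of the Materials and Methods was read as a larger dispersion of each cluster in the other diet. Genes were taken that met this and the disjoint-cluster criterion. Among them, Slfn1 had the largest distance between the means of its lean and its obese cluster, 4.31 on the log2 scale. It was followed by Ifi213 (3.63), Oas3, which makes the messenger that activates RNase L (3.55), Calhm6 (3.50) and the heat shock gene Hspa1b (3.36). The growth factor Csf2 (2.19) and the pattern recognition receptor Tlr3 (2.11) were also among the 61 largest distances. Of 6462 genes that differed between OB and LN, 3899 met both criteria on self-organizing maps of 35 by 36 units built on the LN and on the OB means, which is 60.3%. The pathway criterion was not applied, since the DAVID pathways were not at hand. On maps of 18 by 18 units, 1288 genes met both criteria.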

The most prominent switching genes were thrombospondin 1 (Thbs1), arginase (Arg1), chemokine (C-C motif) receptor 5 (Ccr5), histocompatibility complex 2 (H2-Q6), Collagen types I (Col1a2), III (Col3a1), and V (Col5a2), biglycan (Bgn), and caldesmon 1 (Cald1) (Figure 3). These genes had the largest distance between their lean and obese clusters and also had the highest level of differential expression. 

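Thbs1 was lower in OB than in LN BMMΦ at 1 and 4 h of infection. This matrix glycoprotein, which activates TGF-β, had a log2 value of 11.10 ± 0.0748 (SD, n = 3) in LN and 10.18 ± 0.0886 (SD, n = 3) in OB at 1 h, a difference of -0.92 (standard error 0.082, adjusted p = 6.53e-07 from limma). At 24 h it was at 8.31 in LN and 8.37 in OB (adjusted p = 0.702), while a probe set that lists Thbs1 and another gene was higher in OB by 0.257 (adjusted p = 0.0294 over all probe sets). The difference changed with time (adjusted p = 1.63e-09, limma F test). H2-Q6, a class I histocompatibility gene, is read only by probe sets that list further genes. The one that lists 2 genes differed by 0.06 at 1 h, by -0.07 at 4 h and by -2.46 at 24 h (adjusted p = 0.73, 0.612 and 2.13e-13).

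**Figure D2:**
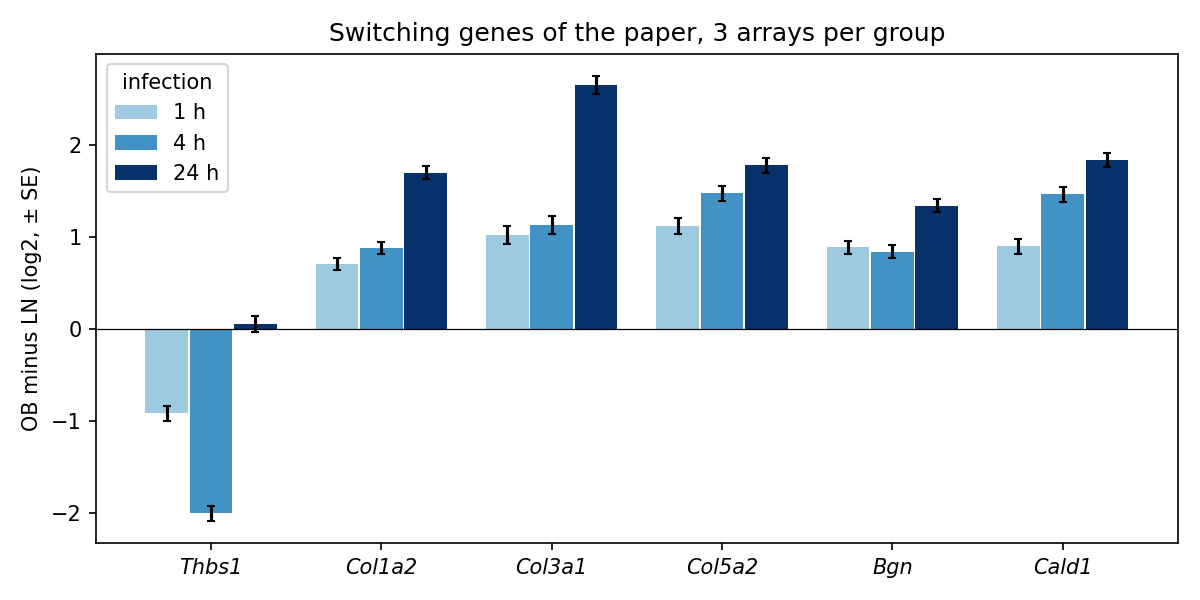
Difference between OB and LN (log2, vertical axis; bars, with the standard error) at 1, 4 and 24 h for Thbs1, Col1a2, Col3a1, Col5a2, Bgn and Cald1. The bars of Thbs1 lie below 0 at 1 and 4 h, and those of Col1a2, Col3a1, Col5a2, Bgn and Cald1 lie above 0 at all 3 time points.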

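Col3a1 was among the 10 genes with the largest difference between OB and LN over the 3 time points. By the distance between LN and OB profiles, Col3a1 ranked 10, Col5a2 19, Cald1 21, Thbs1 36, Col1a2 61 and Bgn 92 of 18194 genes, with distances from 3.05 for Col3a1 to 1.82 for Bgn on the log2 scale. By the distance between the means of the lean and obese clusters of a gene, the ranks among the 3899 genes that met the clustering criteria were Col3a1 9, Cald1 13, Col5a2 26, Bgn 70, Col1a2 119 and Thbs1 120. The ranks moved with the start of the map: with 5 random starts they ranged from 8 to 23 for Col3a1, 11 to 34 for Cald1, 19 to 25 for Col5a2, 85 to 133 for Bgn, 33 to 70 for Col1a2 and 55 to 152 for Thbs1. That distance was 3.16 for Col3a1 and 1.69 for Thbs1. From the distances between clusters and the size of the differences, the paper states that its 9 genes are the most prominent switching genes.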

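Col1a2, Col3a1, Col5a2, Bgn and Cald1 were higher in OB than in LN BMMΦ at all 3 time points. Col3a1, the chain of type III collagen, was higher by 1.02 at 1 h, 1.13 at 4 h and 2.65 at 24 h on the log2 scale. At 24 h it had a value of 6.43 ± 0.232 (SD, n = 3) in LN and 9.08 ± 0.078 (SD, n = 3) in OB (standard error of the difference 0.097, adjusted p = 1.8e-13 from limma). The difference at 24 h was 1.70 for Col1a2, a chain of type I collagen, 1.78 for Col5a2, a chain of type V collagen, 1.34 for the proteoglycan Bgn, and 1.84 for Cald1, which binds actin and myosin. All 5 genes passed the test at each time point (5 of 5 when adjusted over the list alone), and in all 5 the difference changed with time (adjusted p from 6.56e-08 for Col3a1 to 0.00118 for Bgn). The study chose these genes on these samples, so their count is not independent evidence of the direction. The 5 genes are also on the list of fibroblast and stromal markers, and of the 34 markers on it that the paper does not name, 25 were higher and 1 lower in OB averaged over the time points. Ccn2, a matrix-associated growth regulator, was higher by 1.54, 1.89 and 1.66, and the matrix protein Sparc by 0.50, 0.50 and 1.49, while Lox, which crosslinks collagen, differed by -1.06, -0.62 and 0.01. Of 60 genes of ECM-receptor interaction, 10 were higher and 8 lower in OB at 1 h, 14 and 15 at 4 h, and 19 and 7 at 24 h (11 and 10, 14 and 17, and 24 and 8 when adjusted over the list alone), without a call by camera with an estimated correlation (adjusted p = 0.16, 0.879 and 0.146).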

We divided the switching genes into two categories based on their functions: inflammation genes (Thbs1, Arg1, Ccr5, and H2-Q6) (Figure 3A) and wound healing genes (Col1a2, Col3a1, Col5a2, Bgn, and Cald1) (Figure 3B).

**Figure 3:**
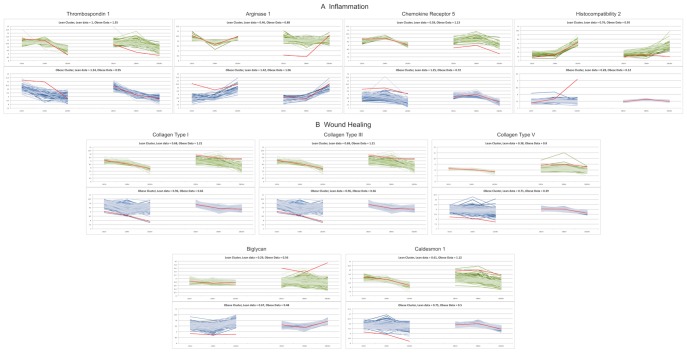
Top nine switching genes. Switching genes were identified using the procedures described in the Materials and Methods. The top 9 switching genes were thrombospondin 1 (Thbs1), arginase (Arg1), chemokine (C-C motif) receptor 5 (Ccr5), histocompatibility complex 2 (H2-Q6), Collagen types I (Col1a2), III (Col3a1), and V (Col5a2), biglycan (Bgn), and caldesmon 1 (Cald1). We divided switching genes into two categories: (A) inflammation and (B) wound healing genes. For each switching gene (shown in red), the top (bottom) plot displays the dynamics of the genes that cluster with the switching gene in the lean (obese) dataset. The left and right parts of the plots show the gene dynamics in BMMΦ from lean and obese mice, respectively. For each condition (lean or obese), we show the dispersion of the dynamics (*i.e.* the sum of the standard deviations of all gene expressions at each time point in the lean and obese dataset) of the genes clustering with the switching gene. In each case, the dynamics of the genes clustering with the switching gene in lean (obese) macrophages are more dispersed in the obese (lean) dataset.

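The genes that clustered with Thbs1, Col1a2, Col3a1, Col5a2, Bgn and Cald1 were more dispersed in the data of the other diet. The 8 genes in the lean cluster of Cald1 had a dispersion of 0.697 in LN and 1.97 in OB, and the 15 genes in its obese cluster had 0.379 in OB and 1.45 in LN. For the collagen gene Col3a1, the 4 genes of the lean cluster had 0.969 in LN and 2.00 in OB, and the 19 genes of the obese cluster had 0.376 in OB and 1.37 in LN. Among all 18194 genes, the lean cluster was more dispersed in OB for 99.8% and the obese cluster more dispersed in LN for 99.2%, with a median ratio of 2.85 and 2.62. Maps built on 2 replicates of a diet were also read on the replicate of that diet that was left out. There the clusters of 97.6% to 98.7% of genes were more dispersed than in the data that built the map, with a median ratio of 2.12 to 2.47, against 3.02 to 3.37 in the other diet. The dispersion is the sum over the 3 time points of the SD of the log2 group means across the genes of a cluster, and it was not tested.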

### Pathway enrichment for switching genes

We used the software package DAVID to find pathways enriched by the 158 differentially expressed genes [20]. All the enriched pathways had an EASE score <0.1 and a minimum of two genes per pathway, as per the default of DAVID. The most prominent enriched pathways were Cytokine-cytokine receptor interaction, Toll-like receptor pathway, RIG-I-like receptor signaling pathway, Chemokine signaling pathway, Cytosolic DNA-sensing pathway, ECM-receptor interaction, Systemic lupus erythematosus, and NOD-like receptor signaling pathway. 

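Of the 22 pathway lists, 20 were enriched among the genes that differed between OB and LN, and those of innate immune sensing were among the 20. Of 56 genes of Toll-like receptor signaling, 38 differed at a false discovery rate of 2% at any time point, where 19.9 were expected (adjusted p = 2.62e-06, one-sided Fisher's exact test). The counts were 53 of 79 for cytokines and their receptors (adjusted p = 4.75e-08), 38 of 49 for RIG-I-like receptor and cytosolic DNA sensing (1.19e-08), 27 of 39 for NOD-like receptor signaling (3.43e-05), 38 of 60 for ECM-receptor interaction (2.08e-05), 23 of 33 for the complement and Fc receptor genes of the lupus pathway (0.000104) and 22 of 44 for chemokines and their receptors (0.0378).
At 24 h the RIG-I-like receptor and DNA sensing genes were mostly lower in OB, 27 lower and 3 higher (28 and 3 when adjusted over the list alone; adjusted p = 0.0131 from camera with an estimated correlation). Among them were the DNA sensor Zbp1 (-1.30) and the chemokine Cxcl10 (-1.43). Of the NOD-like receptor genes, 10 were higher and 3 lower at 1 h, and 5 were higher and 19 lower at 24 h (14 and 5, and 5 and 19 when adjusted over the list alone; adjusted p = 0.0175 and 0.0187 with an estimated correlation). Nfkbib, an inhibitor of NF-κB, differed by -0.90 at 24 h, but by 0.02 on the probe set used without those that may bind several transcripts. Of the ECM genes, 19 were higher and 7 lower at 24 h (24 and 8 when adjusted over the list alone), among them Col1a1, a chain of type I collagen (1.87). That call was lost with an estimated correlation (adjusted p = 0.146), and the list's median of 0.113 became -0.022 with arrays centred on their medians. With only the brighter genes, those above the median of the gene means, as background, the Toll-like receptor and chemokine lists were not enriched (adjusted p = 0.103 and 0.134). The lists were written from general knowledge before the data were examined and differ from the gene sets of DAVID.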

The behaviors of pathways over time can be inferred by correlating the associations of genes with the enriched pathways (Table S2) and with the cluster time-behaviors (Figure 3). For example, the Toll-like receptor pathway from the lean cluster of Thbs1 (Table S2), when paired with the expression data in Figure 3, showed that the pathway was highly expressed at the first two time points (1 and 4 hours), but by 24 hours, genes in this pathway had decreased their expression level.

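In LN BMMΦ, genes of Toll-like receptor signaling rose from 1 to 4 h and fell by 24 h. Of the 56 genes measured, 32 rose and 15 fell between 1 and 4 h, and 13 rose and 36 fell between 4 and 24 h (33 and 15, and 13 and 37 when adjusted over the list alone). With an estimated correlation, camera called the rise (adjusted p = 0.0097) and the fall (0.00657). Il6, an inflammatory cytokine, went from 6.67 ± 0.0658 (SD, n = 3) at 1 h to 11.31 ± 0.131 at 4 h and 6.02 ± 0.128 at 24 h on the log2 scale. Il1b, another cytokine of this kind, fell by 4.50 between 4 and 24 h (standard error 0.0586, adjusted p = 1.09e-20 from limma) and the chemokine Ccl4 fell by 4.12. Irf7 went the other way, with a rise of 3.31 between 1 and 24 h. Between 1 and 24 h, 14 genes of the list rose and 36 fell (14 and 36 when adjusted over the list alone), a fall that was not called with an estimated correlation (adjusted p = 0.157). The genes that Fig. 4 shows with Thbs1 in the lean cluster had their highest LN mean at 1 or 4 h. Irf5, a transcription factor downstream of these receptors, was at 10.58, 10.36 and 9.56, the lipopeptide receptor Tlr1 at 10.03, 10.92 and 9.80, and the RNA receptor Tlr7 at 9.97, 10.50 and 9.70. All 3 fell between 4 and 24 h (by 0.80, 1.12 and 0.80). In OB, 32 of the 56 rose and 13 fell between 1 and 4 h (32 and 14 when adjusted over the list alone), a rise that was not called with an estimated correlation (adjusted p = 0.0725). Between 4 and 24 h, 13 rose and 33 fell in OB (14 and 34 when adjusted over the list alone; adjusted p = 0.00312 with an estimated correlation), and between 1 and 24 h 12 rose and 35 fell (12 and 35; adjusted p = 0.0148).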

### Validation of switching genes

We validated the top two switching genes, Thbs1 and Arg1, and a subset of their clusters from lean and obese mice using quantitative PCR, as shown in Figure 4. Note that the genes associated with Thbs1 were found to correlate with the microarray data by intensity and behavior (Figure 4A). Arg1 and the genes within its corresponding cluster, however, did not correlate by expression levels, but correlated by behavior (Figure 4B).

**Figure 4:**
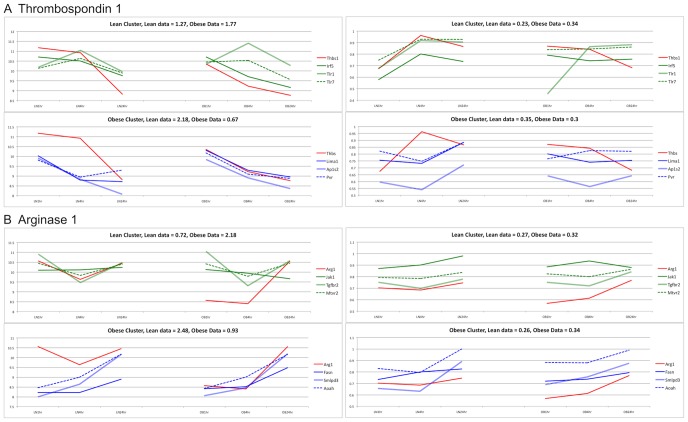
Validation of microarray data by RT-PCR. The mRNA levels of two switching genes, Thbs1 (A) and Arg1 (B), together with a subset of the genes clustering with them, were validated using quantitative RT-PCR. Microarray data are shown on the left, quantitative RT-PCR validation on the right. Results are displayed in the same manner as Figure 3. Switching genes are shown in red. The top (bottom) part of the plots shows the dynamics of the genes clustering with the switching gene in lean (obese) dataset.

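The paper took the genes plotted with Thbs1 in Fig. 4 from clusters built on these arrays, so a lower dispersion in the diet of the cluster is expected from that choice. Thbs1, Irf5, Tlr1 and Tlr7 had a dispersion of 1.48 ± 0.0576 (SD over replicates, n = 3) in LN and 2.05 ± 0.0525 in OB. Thbs1, Ap1s2, Lima1 and Pvr had 0.831 ± 0.0452 in OB and 2.51 ± 0.1 in LN. Lima1, which bundles actin, was higher in OB by 0.67 at 4 h (standard error 0.0798, adjusted p = 2.37e-06 from limma), and Pvr, a cell adhesion molecule, was higher by 0.36 at 1 h and differed by -0.62 at 24 h.
With the mean of all probe sets of each gene, the dispersions in LN and OB were 4.12 and 4.28 for the first set and 4.63 and 3.20 for the second. The PCR values of Fig. 4 were not analysed here.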

### Thbs1 and Arg1 protein levels are higher in obese bone marrow macrophages than in lean bone marrow macrophages after *P. gingivalis* infection

To further determine the protein expression of Thbs1 and Arg1 after BMMΦ infection with *P. gingivalis*, BMMΦ were generated from lean and obese mice and stimulated with live *P. gingivalis* for 1, 4, and 24 h. Western blot analysis demonstrated that BMMΦ from obese mice produced much more Thbs1 and Arg1 proteins after 4 h infection compared with BMMΦ from lean mice (Figure 5). Arg1 levels were still much higher in BMMΦ from obese mice after 24 h infection. BMMΦ from obese and lean mice produced more comparable amounts of Thbs1 protein after 24 h infection, with a slight overproduction still observed in obese mice. Levels of Thbs1 and Arg1 in uninfected BMMΦ were comparable to the ones in BMMΦ after 1 h infection (data not shown).

**Figure 5:**
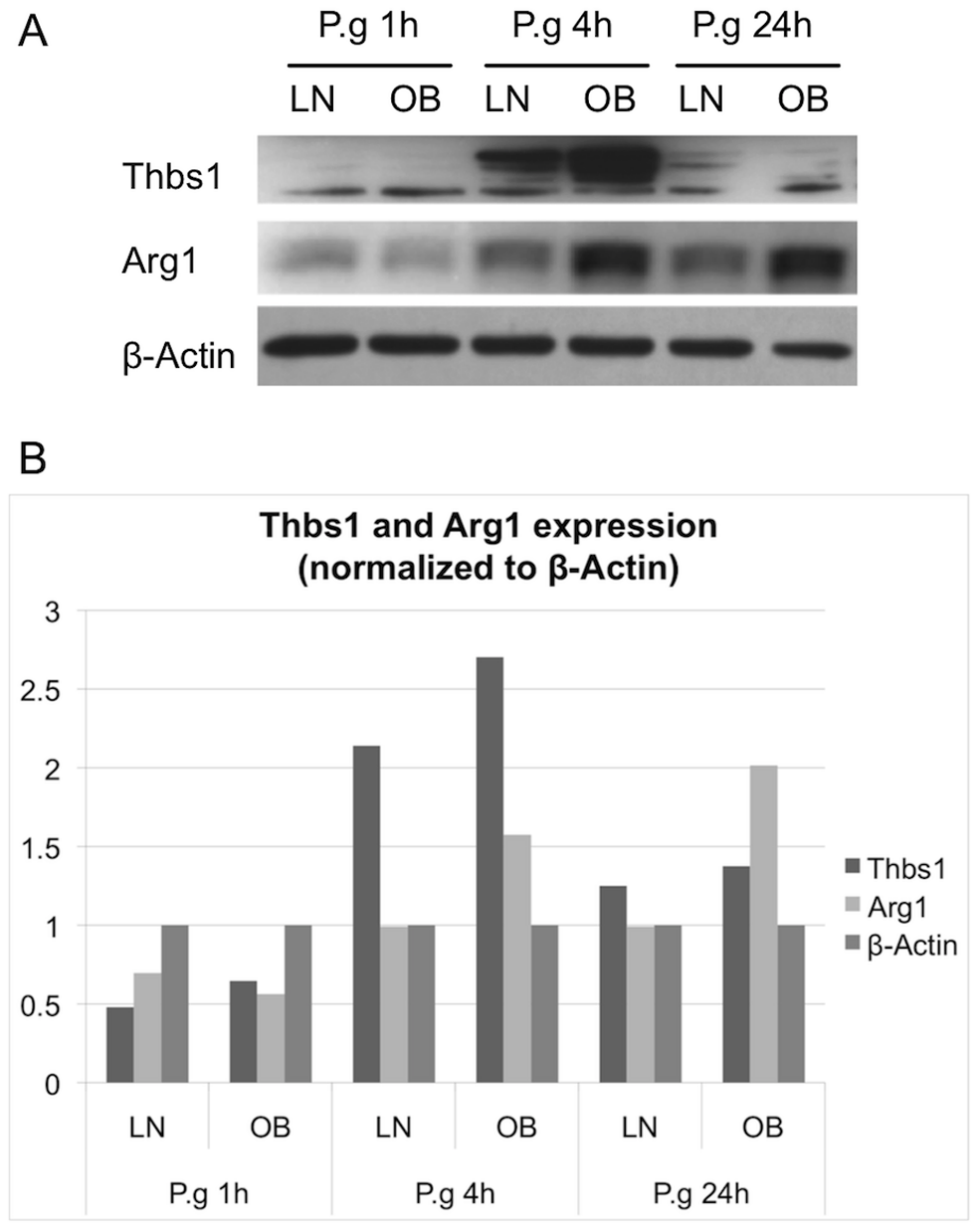
Thbs1 and Arg1 expression after *P.* *gingivalis* infection. BMMΦ from lean (LN) and obese (OB) mice were stimulated with *P. gingivalis* (P.g) for 1, 4 and 24 h. (A) The protein levels of Thbs1 and Arg1 were detected by Western blot using whole cell lysates. (B) The intensities of the bands were converted into quantitative data. The expression of Thbs and Arg1 were normalized to β-Actin.

### Inhibition of Thbs1 or Arg1 restores M1 polarization of bone marrow macrophages from obese mice

To determine whether the increased expression of Thbs1 or Arg1 in obese BMMΦ after *P. gingivalis* infection is responsible for the inhibition of M1 polarization of BMMΦ from obese mice, we treated the BMMΦ from lean and obese mice with 1 µM [24] of peptide LSKL (Enzo Life Science) and 100 µM [25] of 2(S)-amino-6-boronohexanoic acid (ABH) ammonium salt (AnaSpec,Inc), specific inhibitors for Thbs1 and Arg1, respectively, immediately before the stimulation of BMMΦ with live *P. gingivalis*. In addition, we treated BMMΦ from lean and obese mice with 1 µM of peptide SLLK (AnaSpec, Inc) and 10 mM of D-ornithine (Sigma Aldrich), inert controls for LSKL and ABH ammonium salt, respectively, immediately before the stimulation of BMMΦ with live *P. gingivalis* and measured the production of TNF to rule out any off-target effect. Inhibition of either Thbs1 or Arg1 restored the M1 polarization level of BMMΦ from obese mice to the level of BMMΦ from lean mice. We verified the efficacy of each inhibitor to promote the M1 polarization of macrophages after a *P. gingivalis* infection by following the concentrations of 8 cytokines: MCP-1, IL-12p40, IL-12p70, IL-10, IL-6, INF-γ, IL-1b, and TNF (Figure 6). We performed a Student's *t*-test to evaluate the significance of the results and used Bonferroni correction to adjust for multiple comparisons. Both inhibitors had little to no effect on the production of cytokines in BMMΦ from lean mice. Only the production of IL-12p40 and IL-6 were significantly affected by LSKL. ABH did not significantly change the expression level of any of the tested cytokines. BMMΦ from obese mice were however sensitive to the presence of either LSKL or ABH; in particular pro-inflammatory mediators TNF, INF-γ, IL-6 were found significantly up regulated by LSKL and ABH, and anti-inflammatory mediator IL-10 was found down regulated by LSKL. Treatment with either SLLK or D-ornithine had no effect on TNF concentration. These observations seem to indicate that the inhibition of Thbs1 or Arg1 promotes the M1 polarization of macrophages specifically in obese mice.

**Figure 6:**
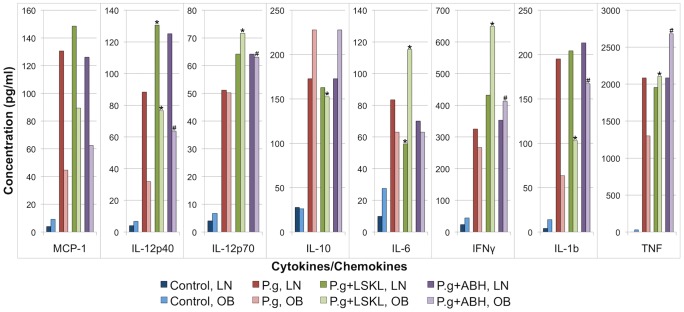
Inhibition of Thbs1 or Arg1 reestablishes normal concentrations of cytokines in BMMΦ from obese mice. BMMΦ from lean (LN) and obese (OB) were treated with Thbs1 inhibitor LSKL, or with Arg1 inhibitor ABH ammonium salt, immediately before the exposure to *P. gingivalis* (P.g). After 4 h incubation, cytokines in the cell culture supernatants were measured by Bio-Plex cytokine array. The data presented are means of 3 replicates. *P<0.05 (P.g vs. P.g+LSKL); #*P*<0.05 (P.g vs. P.g+ABH).

## Discussion

Polarized macrophages have been broadly classified into two groups: M1 and M2 macrophages. Activation of the M1 program after bacterial infections is usually considered a protection from acute infectious diseases [26]. The protective role of M1 macrophages has been exemplified in mice deficient for components of the IL-12 pathway [27]. However, excessive or prolonged M1 polarization can lead to tissue injury and contribute to pathogenesis [28]. In contrast, M2 macrophages play a critical role in the resolution of inflammation by producing anti-inflammatory mediators, such as IL-10 and TGF-β [29], [30].

Diet-induced obesity-associated inflammation is characterized by an increased abundance of M1 macrophages in the adipose tissue [9], which are postulated to be major sources of several molecular mediators, such as TNF, IL-6, and C-reactive protein [31]. Somewhat paradoxically, obese subjects present weakened antibacterial immunity rather than having a heightened immune response to infections [5], [6], [7], [23]. Our previous studies have demonstrated that weakened antibacterial immunity, such as attenuated inflammatory reaction of macrophages in response to bacterial challenges, results at least in part from the disruption of the TLR2 signaling pathway of obese individuals [6], [7]. In the present study, we have now further revealed that the M1 polarization of macrophages after bacterial infections appears to be compromised in obese mice (Figure 2). This might be another important reason for the weakened antibacterial immunity of obese animals.

The common response of macrophages after bacterial infections is to up-regulate the expression of a group of genes that are mainly involved in the M1 polarization [28]. We postulated that there may be a switching gene that redirects the phenotypic switch of macrophage polarization in obese macrophages after bacterial infections. We first obtained genes expression levels from bone marrow macrophages (BMMΦ) of lean and obese mice exposed to live *P. gingivalis* during 1, 4, and 24 h using cDNA microarrays. Then, we analyzed gene dynamics with Self Organizing Maps (SOMs) to group genes that presented similar behaviors over time. Studies showed that genes with similar dynamics are more likely to interact with each other and tend to belong to the same pathway [32], [33]. After generating a lean and an obese SOM, we searched for genes that were clustered in one condition (lean or obese) and dispersed in the other one, and that enriched known pathways. Through further analysis, we showed that a single differentially expressed gene, the switching gene, was part of a cluster in both lean macrophages and obese macrophages (Figure 1). The lean and obese clusters had different levels of expression, which suggested that the genes belonging to the two clusters had a low probability of interacting. We therefore hypothesized that the switching gene is a bridge of interactions between these two clusters. By comparing the enriched pathways of the set of differentially expressed genes to the enriched pathways from the lean and obese clusters, we identified thrombospondin 1 (Thbs1) and arginase 1 (Arg1) as the top two switching genes involved in macrophage inflammatory reactions (Figure 3).

Thbs1 is a regulator of inflammation. Activation of TGF-β by Thbs1 contributes to immune homeostasis and immune tolerance [34]. 

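Thbs1 shared a cluster with 13 genes, itself included, in each diet. Their mean log2 values in LN were 10.67, 10.52 and 8.47 at 1, 4 and 24 h in the lean cluster, and their OB values in the obese cluster were 10.07, 8.95 and 8.64, so that each cluster's mean follows Thbs1 in its own diet. The means of the same genes were close in the other diet, 10.62, 10.35 and 8.62 in OB for the lean cluster and 10.08, 8.95 and 8.68 in LN for the obese cluster. Thbs1 itself fell by 2.48 between 4 and 24 h in LN (standard error 0.082, adjusted p = 5.07e-15 from limma) and by 1.39 between 1 and 4 h in OB (adjusted p = 2.98e-11). The lean cluster had a dispersion of 1.05 in LN and 1.76 in OB, a ratio of 1.67. In the obese cluster, which holds the integrin chain gene Itga5 and the actin-bundling gene Lima1, it was 0.622 in OB and 1.499 in LN, a ratio of 2.41. Apart from Lima1, the genes that Fig. 4 shows with Thbs1 were not in these clusters. Irf5, Tlr1 and Tlr7 were absent from the lean cluster, and Ap1s2 and Pvr from the obese cluster. Each map was built on the diet in which its clusters are tight, so a higher dispersion in the other diet is expected, and over all genes the median ratio was 2.85 for lean and 2.62 for obese clusters. On maps built on 2 replicates, the median ratio in the left-out replicate of the same diet was 2.12 to 2.47. That replicate is 1 array, while the ratios of Thbs1 are from group means, so the values do not compare directly. On the maps of 2 replicates, the other diet was more dispersed than the left-out replicate for 79.2% to 93.7% of all genes. The median ratio between them was 1.24 to 1.47. On a map with fewer units, Thbs1 no longer met the clustering criteria.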

Our microarray data showed that genes clustering with Thbs1 in lean (obese) macrophages tend to have dispersed dynamics in obese (lean) macrophages (Figure 3). Using peptide LSKL, a specific inhibitor for Thbs1, we confirmed that Thbs1 is located in a genetic network such that its protein expression inhibits M1 polarization (Figure 6).

Arg1 has also a role in the inflammatory response of macrophages to infection [35]. Quantitative PCR was performed on a representative group of genes in the obese and lean clusters of Arg1 to determine if Arg1 was correlated with the group behavior these genes over time (Figure 4). We found that although these genes did not share the same relative expression levels as Arg1, they did share the same relative behavior as Arg1. This suggested that the SOMs should contain clustered genes based on correlation instead of expression levels. The variability of the cDNA array experiment is such that validation using RT-PCR may not translate well for all the tested time points (*i.e.* it is still possible that discrepancies exist between the two approaches) (Figure 4). However, the validation was performed to globally determine whether the leads offered by the cDNA arrays were worth pursuing. Indeed, the candidates were globally validated by RT-PCR, but most importantly confirmed by Western blot (Figure 5). Induction of Arg1 in macrophages thwarts effective immunity against intracellular pathogens due to the inhibition of macrophage M1 polarization [10], [36], consistent with our finding that a specific Arg1 inhibitor (ABH) increased the M1 polarization of BMMΦ after *P. gingivalis* infection (Figure 6).

Our results showed that the inhibition of Thbs1 and Arg1 could partially restore the M1 polarization of macrophages from obese mice exposed to live *P. gingivalis*, while having little effect in macrophages from lean mice (Figure 6). This opens up the opportunity of treatments improving the immune response to *P. gingivalis* infections that specifically target obese individuals.

The inflammatory switching genes in the macrophages from lean mice recruited pathways relating to adhesion, such as the focal adhesion and adherens junction pathway, endocytosis, and ubiquitin-mediated proteolysis (Table S2). These pathways are expected to be activated by macrophages that engulf different types of pathogens. However, the disparity of behaviors of these genes in macrophages from obese animals indicated a lack of concerted effort into activating these pathways, effectively deactivating them. In macrophages from obese mice, the switching gene Thbs1 along with its gene cluster showed an activation of proliferation and angiogenesis. 

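Genes of angiogenesis moved in both directions between OB and LN. Of 43 measured, 10 were higher and 8 lower in OB at 1 h, 12 and 8 at 4 h, and 13 and 12 at 24 h (11 and 11, 12 and 8, and 14 and 12 when adjusted over the list alone), and camera made no call (adjusted p = 0.056, 0.409 and 0.78). At 1 h the list's median of -0.0959 and mean of 0.0063 differ in sign, and so do those at 4 h (-0.0239 and 0.0698) and 24 h (-0.00296 and 0.0606). Adm, a vasodilator peptide, was higher by 1.19 at 4 h, the chemokine Cxcl5 was higher by 1.27 at 24 h, and the matrix protease Mmp9 differed by -1.07 at 4 h. Genes of the cell cycle were higher in OB at 24 h, 16 of 44, and 2 were lower (22 and 2 when adjusted over the list alone), among them the cyclins Ccnb2 (0.89) and Ccna2 (0.59). That call, with an adjusted p of 0.000404, was lost with an estimated correlation (adjusted p = 0.301). At 1 h, 0 cell cycle genes were higher and 2 lower, and at 4 h 9 were higher and 4 lower (0 and 0, and 9 and 4 when adjusted over the list alone). Without regard to direction, 30 of 43 angiogenesis genes differed at a false discovery rate of 2% at any time point (adjusted p = 1.1e-05, one-sided Fisher's exact test). With 19 of 44 genes, the cell cycle list was not enriched (adjusted p = 0.191, same test). The paper's statement concerns the cluster of Thbs1, and these lists do not test that cluster. Thbs1 fell in OB between 1 and 24 h, by 1.81 on the log2 scale (adjusted p = 3.78e-13 from limma).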

The activation of these pathways may contribute to a weakened, delayed and chronic inflammation after *P. gingivalis* infection.

An apparent discrepancy is observed between the transcriptomic and proteomic levels of Thbs1 and Arg1. Both genes appear to be more expressed in lean macrophages at 4 h (Figure 4), while their corresponding proteins are preferentially detected in obese macrophages at that same time (Figure 5). 

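At 4 h, Thbs1 had a log2 value of 10.80 ± 0.0445 (SD, n = 3) in LN and 8.79 ± 0.116 (SD, n = 3) in OB, which is 4.005 fold lower in OB. The log2 difference was -2.002 (standard error 0.082, adjusted p = 4.75e-12 from limma). A second probe set that lists Thbs1 alone gave -2.04, and one that lists Thbs1 and another gene gave -1.12. Every OB array lay below every LN array at 4 h. For the transcript levels of Fig. 4 and the protein levels of Fig. 5, the paper proposes that regulation after transcription, or splice variants that the probes bind differently, may separate messenger from protein.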

A similar pattern is observed for Thbs1 in a study by Kislinger *et al.* [37]. The authors compared the mRNA and protein levels of 1,758 genes in six distinct tissues in mouse. While they concluded that there exists an overall concordance between mRNA and protein levels, several genes, including Thbs1, showed various levels of inconsistencies. Thbs1 was found to be less expressed in heart compared to placenta (2.8 fold change) and to kidney (1.7 fold change), while the Thbs1 protein was preferentially detected in heart compared to placenta (2 folds higher) and was undetected in kidney [37]. The observed discrepancies may be explained by complex post-transcriptional regulation mechanisms that are partially influenced by cell types. These mechanisms may be dysregulated in obese individuals due to an impaired metabolism. Additionally, alternative splicing may produce splice variants that have different affinities to Thbs1 cDNA probes, but that respond similarly to Thbs1 antibodies. Arg1 was not included in the study by Kislinger *et al.*, but similar explanations remain plausible.

In summary, the abnormal heightened protein production from pro-inflammatory switching genes, Thbs1 and Arg1, in macrophages from obese mice resulted in an inhibition of M1 macrophage polarization and correlated with effects on a cascade of pathways associated with proliferation and angiogenesis. These effects are potential causes of the delay in the response to infection of obese subjects. Our results suggest that therapies targeting the pro-inflammatory switching genes Thbs1 and Arg1 could increase the ability of macrophages in obese individuals, to successfully defend against *P. gingivalis* infections.

## Supporting Information

Table S1 **Primers for PCR.** Primers for the following genes were generated by Primer-BLAST (5′ to 3′): thrombospondin 1 (Thsp1), interferon regulatory factor 5 (Irf5), toll-like receptor 1 (Tlr1), toll-like receptor 7 (Tlr7), mucosa associated lymphoid tissue lymphoma translocation gene 1 (Malt1), adaptor-related protein complex 1, sigma 2 subunit (Ap1s2), paxillin (Pxn), Arginase 1 (Arg1), Janus kinase 1 (Jak1), Transforming growth factor, beta receptor II (Tgfbr2), Mammary tumor virus receptor 2 (Mtvr2), Fatty acid synthase (Fasn), Sphingomyelin phosphodiesterase, acid-like 3B (Smlpd3), and Acyloxyacyl hydrolase (Aoah).
(PDF) Click here for additional data file.

Table S2 **Pathways in Lean and Obese Clusters enriched by switching genes.** Note that all enriched pathways have an EASE score <0.1 and a minimum of two genes per pathway, as per the default of DAVID. Pathways in bold are involved in cell proliferation and angiogenesis.
(PDF) Click here for additional data file.

# Supplementary material for: Partial Restoration of Macrophage Alteration from Diet-Induced Obesity in Response to Porphyromonas gingivalis Infection
**Source:** PLoS One. 2013 Jul 29;8(7):e70320. doi: 10.1371/journal.pone.0070320
**Supplement:** Table S1 — Primers for PCR. Primers for the following genes were generated by Primer-BLAST (5′ to 3′): thrombospondin 1 (Thsp1), interferon regulatory factor 5 (Irf5), toll-like receptor 1 (Tlr1), toll-like receptor 7 (Tlr7), mucosa associated lymphoid tissue lymphoma translocation gene 1 (Malt1), adaptor-related protein complex 1, sigma 2 subunit (Ap1s2), paxillin (Pxn), Arginase 1 (Arg1), Janus kinase 1 (Jak1), Transforming growth factor, beta receptor II (Tgfbr2), Mammary tumor virus receptor 2 (Mtvr2), Fatty acid synthase (Fasn), Sphingomyelin phosphodiesterase, acid-like 3B (Smlpd3), and Acyloxyacyl hydrolase (Aoah).

## PCR primers

| Gene   | Forward Primer         | Reverse Primer        |
|--------|------------------------|-----------------------|
| Thsp1  | CCATGGAGCTCCTGCGGGGA   | ACGCTGGCCAGATCCCTGGT  |
| Irf5   | CAACGGCCCTGCTCCCACAG   | TCCAGAGGGAGGGGCCAGGA  |
| Tlr1   | CCACATGCTGTGCCCCGTCCC  | CAGGCGCATGGGATTCCCCC  |
| Tlr7   | GGCCGTTGAGAGAGTTGCGGT  | TTCCATGGTCCTGCTGGCCG  |
| Malt1  | GCTGCCGGGCAACTGGACAT   | TGCCTGGCACCAAGCCTTTGG |
| Ap1s2  | CTTCCACAGCACGGCGACGG   | GCAGGAGATCGGCCTGCTCA  |
| Pxn    | GGGCAGGACGAGGGAGGGTT   | TAGGGCTGTCCGTCCCGCTC  |
| Arg1   | ACCACGGGGACCTGGCCTTT   | CCTGGCGTGGCCAGAGATGC  |
| Jak1   | GCTGCGGCAGGAAGGGAGTG   | AGGCTGCCACTCCTGGGCTT  |
| Tgfb2  | ACGTTCCCAAGTCGGATGTGGA | GCTCTCCCAGGACGGGCTCA  |
| Mtvr2  | TGTTGTGCCAGCTGTGGGGC   | GCAACCACTGGTCACGGGCA  |
| Fasn   | ACGACAGCAACCTCACGGCG   | CAGCCAGCACCTCTGCCACC  |
| Smlpd3 | GAGGCCTACCAGGTGCCGGA   | AGTCAGTGGGTGGGCTGGCA  |
| Aoah   | TACCACTGGCGAGGGCGTGA   | CATCGGTAAGGGCGGACGGC  |

# Supplementary material for: Partial Restoration of Macrophage Alteration from Diet-Induced Obesity in Response to Porphyromonas gingivalis Infection
**Source:** PLoS One. 2013 Jul 29;8(7):e70320. doi: 10.1371/journal.pone.0070320
**Supplement:** Table S2 — Pathways in Lean and Obese Clusters enriched by switching genes. Note that all enriched pathways have an EASE score <0.1 and a minimum of two genes per pathway, as per the default of DAVID. Pathways in bold are involved in cell proliferation and angiogenesis.

| <b>Switching Gene</b>                  | <b>Lean</b>                                                                                                                                                                                                                                                                                                                                      | <b>Obese</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|----------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Thrombospondin 1                       | Focal Adhesion<br><b>Toll-Like Receptor Signaling Pathway</b><br>Adherens Junction                                                                                                                                                                                                                                                               | Focal Adhesion<br>Regulation of Actin<br><b>Bladder Cancer</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Arginase 1                             | Ubiquitin Mediated Proteolysis<br>Endocytosis<br>Chronic Myeloid Leukemia<br><b>Pathways in Cancer</b>                                                                                                                                                                                                                                           | Arginine and Proline Metabolism                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Chemokine (C-C motif) receptor 5       | O-Glycan Biosynthesis                                                                                                                                                                                                                                                                                                                            | MAPK Signaling Pathway<br><b>JAK-STAT Signaling Pathway</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Histocompatibility 2, Q region locus 6 | Cytosolic DNA-sensing Pathway<br>Glycine, Serine and Threonine Metabolism                                                                                                                                                                                                                                                                        | Axon Guidance<br>Ubiquitin Mediated Proteolysis                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Collagen, type III, alpha 1            | JAK-STAT Signaling Pathway<br>ECM Receptor Interaction<br>MAPK Signaling Pathway                                                                                                                                                                                                                                                                 | Lysosome<br>Endocytosis<br>Phosphatidylinositol Signaling System<br>Regulation of Actin Cytoskeleton<br>Focal Adhesion<br><b>Glioma</b><br>Oocyte Meiosis<br><b>VEGF Signaling Pathway</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Caldesmon 1                            | Regulation of Actin Cytoskeleton<br>Focal Adhesion<br>Vascular Smooth Muscle Contraction<br>B-cell Receptor Signaling Pathway                                                                                                                                                                                                                    | Spliceosome<br>Ubiquitin Mediated Proteolysis<br><b>TGF-beta Signaling Pathway</b><br>Endocytosis<br>Renal Cell Carcinoma<br>Chronic Myeloid Leukemia<br>Cell Cycle<br>Neurotrophin Signaling Pathway                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Collagen, type I, alpha 2,2            | Regulation of Actin Cytoskeleton<br><b>Glioma</b><br>Melanoma<br>Chronic Myeloid Leukemia<br>Oocyte Meiosis<br>B-cell Receptor Signaling Pathway<br>Focal Adhesion<br>Hematopoietic Cell Lineage<br>Cell Cycle<br><b>Prostate Cancer</b><br>Neurotrophin Signaling Pathway<br>Ubiquitin Mediated Proteolysis<br>Fc gamma R-mediated Phagocytosis | Oxidative Phosphorylation<br>Alzheimer's Disease<br>Huntington's Disease<br>Parkinson's Disease<br>Oocyte Meiosis<br>Leukocyte Transendothelial Migration<br>Citrate Cycle (TCA cycle)<br>Neurotrophin Signaling Pathway<br>Glyoxylate and Dicarboxylate Metabolism<br>Lysosome<br><b>Endometrial Cancer</b><br>Cell Cycle<br>Insulin Signaling Pathway<br><b>Thyroid Cancer</b><br>Melanogenesis<br><b>Pathways in Cancer</b>                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Collagen, type V, alpha 2              | MAPK Signaling Pathway<br>ErbB Signaling Pathway<br>Ubiquitin Mediated Proteolysis<br>Focal Adhesion<br>Regulation of Actin Cytoskeleton                                                                                                                                                                                                         | Prostate Cancer<br>Focal Adhesion<br>Endocytosis<br>Inositol Phosphate Metabolism<br>Fc gamma R-mediated Phagocytosis<br>JAK-STAT Signaling Pathway<br>Phosphatidylinositol Signaling System<br>T-cell Receptor Signaling Pathway<br>Natural Killer Cell Mediated Cytotoxicity<br>B-cell Receptor Signaling Pathway<br>Progesterone-mediated Oocyte Maturatoin<br>Apoptosis<br><b>Chemokine Signaling Pathway</b><br>Ubiquitin Mediated Proteolysis<br><b>Endometrial Cancer</b><br>Insulin Signaling Pathway<br>Acute Myeloid Leukemia<br>Regulation of Actin Cytoskeleton<br>RIG-I-like Receptor Signaling Pathway<br><b>Renal Cell Carcinoma</b><br><b>Pancreatic Cancer</b><br>Chronic Myeloid Leukemia<br>Cell Cycle<br>Neurotrophin Signaling Pathway<br><b>Small Cell Lung Cancer</b><br><b>Colorectal Cancer</b><br>ErbB Signaling Pathway<br><b>Pathways in Cancer</b> |
| Biglycan                               | Vascular Smooth Muscle Contraction<br>Spliceosome<br>Axon Guidance<br>Endocytosis<br>Insulin Signaling Pathway<br>Gap Junction<br>Apoptosis<br>Chemokine Signaling Pathway<br>MAPK Signaling Pathway<br>Acute Myeloid Leukemia                                                                                                                   | Citrate Cycle (TCA cycle)<br>Huntington's Disease<br>Amino Sugar and Nucleotide Sugar Metabolism<br>Oxidative Phosphorylation<br>Parkinson's Disease<br>O-Glycan Biosynthesis<br>Prion Diseases<br>Alzheimer's Disease                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

How the deposited data were processed for this re-analysis (not part of the article)

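The data are 18 Affymetrix mouse genome arrays of BMMΦ infected with live *P. gingivalis*, 3 for each of 6 groups: OB and LN at 1, 4 and 24 h. For replicates 2 and 3 at 24 h in both diets, the sentence of the deposited description says 4 h, while the title, the source name, the time characteristic and the code line of the description say 24 h. They were taken as 24 h, since the methods give 3 arrays for each time point. The deposited table holds 1 log2 value for each of 45101 probe sets and each array. By the paper's methods, the authors applied quantile normalization to the replicates of a time point and loess normalization between time points. The background correction and the method that summarized probes are not stated. The values were used as deposited.

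The annotation lists 35890 of the probe sets. Of these, 34958 have 1 gene symbol and 932 have several; the latter were left out of the tests of genes. Of the 9211 probe sets that are not listed, 9160 are not control probe sets, so a gene missing here was not analysed. For each gene the probe set with the highest mean over all arrays was taken, which gave 18194 genes. No filter on intensity was applied.

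Linear models were fitted with limma 3.58.1 in R 4.3.3, with 1 coefficient for each of the 6 groups, 12 residual and 6.8 prior degrees of freedom. The comparisons were OB against LN at each time point and averaged, the changes over time within each diet, and the change of the difference between the diets with time (F test). P-values were adjusted by the Benjamini-Hochberg method over all genes within a comparison, with a threshold of 0.05, and for the paper's count with a false discovery rate of 2% at any time point. An adjusted p over the list alone repeats the adjustment within a gene list. The arrays of a group correlate at 0.9966 to 0.9985, the median SD within groups is 0.103, and no array is a copy of another.

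For gene groups, 22 pathway lists and 12 marker lists were written from general knowledge before the data were examined. Some genes are on several lists, so calls on such lists are not independent. Tnf, Il6 and Ptgs2 are on the NF-κB and M1 lists, and Zbp1 is on the interferon and the RIG-I-like receptor lists. All lists were tested with limma's camera, with a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. Enrichment of pathway lists among differing genes was tested with a one-sided Fisher's exact test on all genes tested. Genes named in the text follow a rule set beforehand. It takes every gene the paper names and, for each comparison of OB with LN, the 10 largest rises and the 10 largest falls past the threshold whose arrays do not overlap. It adds up to 4 members of each list and comparison with the smallest adjusted p, the cytokines of Fig. 6, the markers of Fig. 2, and any gene of a marker list that differs. Members of the clusters of Thbs1, and genes with large distances between clusters, were named after their values were seen. Some genes that the paper names are not reported here.

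In place of the GEDI program, a batch self-organizing map was written in Python 3.11.15 with numpy 2.4.6. It has 35 by 36 units, a neighbourhood that shrinks from 12 to 0.5 units, and 40 passes, and it was built on the 3 group means of LN and separately on those of OB. Genes on the same unit form a cluster. The dispersion of a cluster is the sum over the 3 time points of the SD across its genes. A switching gene had to differ between the diets, to share no other gene between its lean and its obese cluster, and to have a larger dispersion of each cluster in the other diet. The paper's criterion on pathways was not applied.

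The methods were tested on simulated data with the design of the study. At a single time point, limma recovered 79% to 84% of genes with a true log2 difference of 0.5 and 100% of those with a difference of 1, with 3.24% to 3.7% of its calls false, and 5.66% in the average over the time points. Camera called the 1 list that had been shifted and also 1 list that had not. On the map, 98.5% of simulated genes had a more dispersed cluster after their profiles were shuffled. The simulation for limma changed 200 genes, while many more differed on the arrays, so the simulated rates need not hold there. The alternatives covered the normalization between arrays, the choice of probe sets, a filter on dim genes, the fit, the thresholds, the tests of lists, the size and start of the map, and leaving out each array in turn. The PCR, flow cytometry, protein and inhibitor data of the paper were not analysed here.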

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

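All tests of explanations and all counts over other splits in this part were chosen after the results were seen.

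For 8 of the genes that the paper names, with those of the cytokines and markers of Figs. 2 and 6, the difference between OB and LN changed with time by limma's F test and passed the test in both directions, each at another time point. Malt1, a signaling adaptor and protease of NF-κB activation, was higher in OB by 0.36 at 1 h and differed by -0.43 at 24 h, a change of -0.79. With the mean of all its probe sets the 24 h value was 0.09. Pvr, a cell adhesion molecule, was higher by 0.36 and then differed by -0.62, a change of -0.98, and the RNA receptor Tlr7 was higher by 0.33 and then differed by -0.40, a change of -0.74. With the mean of all its probe sets the 1 h value of Tlr7 was 0.18 and did not pass the test.

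The other 5 encode cytokines. Il12b was higher in OB by 1.11 at 1 h and differed by -1.01 at 24 h, a change of -2.12. Tnf was higher by 0.43 and then differed by -1.15, a change of -1.58, and with quantile normalization of all arrays its 1 h value was 0.24 and did not pass the test. Ccl2 was higher by 0.24 at 1 h and differed by -0.90 at 24 h, a change of -1.14. Its 1 h value did not pass without LN 1 h replicate 2 (0.24) or 3 (0.23) or OB 1 h replicate 2 (0.26) or 3 (0.19). Il6 was higher by 0.26 at 4 h and differed by -0.53 at 24 h, and its change from 1 to 24 h was -0.78. Its 4 h value did not pass without LN 4 h replicate 1 (0.27) or 3 (0.19) or OB 4 h replicate 1 (0.21) or 2 (0.27). Il10 differed by -0.29 at 4 h and was higher by 0.90 at 24 h, and its change from 1 to 24 h was 0.66. Its 4 h value did not pass without LN 4 h replicate 2 (-0.22) or OB 4 h replicate 3 (-0.25).

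Called with an estimated correlation in opposite directions at 1 and 24 h were 2 lists. The median change from 1 to 24 h was -0.262 for NOD-like receptor signaling (adjusted p = 0.00165 with an estimated correlation) and -0.545 for the early NF-κB response (adjusted p = 0.000313).

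Called in 1 direction at all 3 time points with the preset correlation were 3 lists: the genes stimulated by type I interferon (median at 24 h -1.36), those of cholesterol and fatty acid synthesis (0.468) and the markers of fibroblasts and stromal cells (0.881), of which 34 are not named by the paper. With an estimated correlation, the cholesterol and fatty acid list was called at 24 h only (adjusted p = 0.0315, against 0.0523 at 1 h and 0.247 at 4 h).

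The lower interferon-stimulated genes in OB were weighed first. The normalization between arrays is argued against at 24 h, since 45 of the 46 genes were still lower with quantile normalization of all arrays. At 4 h a shift of whole arrays is argued against. Centring moved the median of all genes from -0.0437 to -0.0204, against -0.717 for the list (interquartile range 0.63). At 1 h it moved from -0.087 to 0.0324, against -0.421, which is within the list's range of 0.452, so 1 h stays open. Quantile normalization of all arrays, which scales by intensity, did not reverse the direction of the interferon list at 1 or 4 h. The list's values under that setting were not weighed, so a scaling that depends on intensity stays open at these times. A lower share of macrophages in the OB cultures is argued against as the whole cause at 24 h: the macrophage markers had a median of -0.0254, above the interferon median by 1.33, more than the interquartile range of either list (0.3 and 1.14). At 1 and 4 h it stays open. The macrophage markers had a median of 0.0259 at 1 h and -0.0966 at 4 h, above the interferon medians by 0.447 and 0.62, which is less than the wider interquartile range (0.452 and 0.648). Of the 14 macrophage markers, 5 were higher and 3 lower at 1 h, with a mean of -0.0518. At 4 h, 2 were higher and 6 lower, with a mean of -0.303, and at 24 h 1 and 4, with a mean of -0.136. With quantile normalization of all arrays, the median of the macrophage markers at 1 h was -0.0713. The interferon difference widened during infection, by a median of -0.789 between 1 and 24 h (adjusted p = 0.000421 with an estimated correlation). The difference of the macrophage markers moved the same way, by a median of -0.181 (adjusted p = 0.025, camera with an estimated correlation). A part of the widening from a lower share of macrophages therefore stays open. For the difference at 24 h, a candidate explanation is an effect of the diet on the interferon response that grows with time. It is a hypothesis found and tested on the same arrays. Another difference between the animals of the groups may give the same widening, and neither was tested apart from the groups. Since no array of uninfected cells is among those analysed here, a difference that was there before infection stays open.

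The higher stromal and collagen genes in OB were weighed second. The normalization is argued against at 24 h, since 28 of the 39 markers were still higher in OB with each array centred on its median. At 1 and 4 h a shift of whole arrays is argued against. Centring moves all genes of an array alike, and it raised the median difference of all genes. That median went from -0.087 to 0.0324 at 1 h and from -0.0437 to -0.0204 at 4 h. Quantile normalization of all arrays, which scales by intensity, did not reverse the direction of the stromal list at 1 or 4 h. The list's values under that setting were not weighed, so a scaling that depends on intensity stays open there. RNA of fibroblasts or other stromal cells in the OB cultures stays open: of the 34 markers that the paper does not name, 73.5% were higher in OB averaged over the time points, against 12.4% of all genes, and 1 was lower. Of these, 17 lay above the median of all genes in LN, and 15 of the 17 were higher. Col1a2, at 10.79 in OB at 24 h, had one of the higher signals of the markers. Probe sets of different genes need not respond alike, so this does not rank abundance. Lox ran against the pattern. By its methods, the paper cultured bone marrow cells for 1 week in L-929 conditioned medium, and they name no sort that would remove stromal cells. A higher expression of these genes in the macrophages themselves may give the same values, and no table separates the explanations.

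The lower Thbs1 in OB at 4 h was weighed last. A difference that rests on a single probe set is argued against. The other probe sets that list Thbs1 gave -2.044 and -1.124, the latter from one that also lists another gene. Which transcripts each probe set reads was not tested, so a difference between transcripts stays open. An exchange of the OB and LN labels at 4 h is argued against, since 40 interferon-stimulated genes were lower and 0 higher at 4 h, the direction they had at 1 and 24 h. An effect of the diet may underlie the difference, and so may another difference between the animals of the groups. Neither was tested apart from the groups.

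Other splits of the arrays were counted for each comparison. Splits of 6 arrays into 3 and 3 are 10, too few for a share under 0.05. The real counts and the highest of the other splits were 2387 and 104 at 1 h, 5526 and 0 at 4 h, 4025 and 0 at 24 h, 8558 and 0 for the change between 1 and 24 h in LN, and 8427 and 0 in OB. Over 100 splits, 1 split, the real one, was as large for each further count. Diet labels were redrawn within each time point for the difference averaged over the time points (5442 genes, highest other 4117). The same redraw served for a difference at any time point (6462, highest other 5066). Time labels were redrawn within each diet for the change of the difference with time (6011, highest other 3915). That redraw also breaks the changes over time that both diets share, so it does not test a constant difference. Since the replicates may be technical, the splits cannot exclude a chance difference between cultures or animals.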

How the results depend on the processing

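The alternatives were chosen before the data were examined, except the offset of 150, the fit without the 4 h arrays and the list tests under quantile normalization and median centring, which were chosen after seeing the data. Where a result changed and no reason is given, the cause was not tested.

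Among the values of single genes, 11435 of 12250 under other settings kept their direction and side of the threshold, 375 fell short of it, 398 came to pass it and 42 reversed. With 1 array left out, 20416 of 21006 kept both, 492 fell short and 98 came to pass. Among tests of lists, 688 of 816 kept both, 53 fell short, 66 came to pass and 9 reversed, and with 1 array left out 2386 of 2448 kept both, 17 fell short and 45 came to pass. For the enrichment of lists, 31 of 44 kept both, 11 fell short and 2 reversed.

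The genes differing at 1 h were 1393 with a separate fit per time point, 1266 with quantile normalization of all arrays and 6952 with array weights, and those whose difference changes with time were 9022 with array weights. Tested as probe sets without collapse, more features are counted: 3844 at 1 h, 11006 at 4 h, 8096 at 24 h, 11069 averaged, 17208 and 16692 between 1 and 24 h in LN and OB, 12585 at any time point and 11209 changing with time. The count at any time point was 3833 without the 4 h arrays, which removes a comparison, and 328 with a fold of at least 2 under each of 3 thresholds (an unadjusted p under 0.05, an adjusted p under 0.05, and an adjusted p of at most 0.02).

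The scaling between arrays moves the median of all genes by more than 0.1 on the log2 scale, from -0.087 to 0.0324 at 1 h and from 0.0357 to -0.0991 at 24 h with arrays centred on their medians. Of the genes differing at 1 h, 4 h and 24 h, 993 of 2387, 5130 of 5526 and 3015 of 4025 were also called with quantile normalization, and 1027, 4972 and 2830 with median centring. The share higher in OB was 23.5%, 50.4% and 52.3%, against 48.2%, 43.7% and 51.1% with quantile normalization and 73%, 57.6% and 17.5% with median centring. Averaged over the time points it was 41.3%, 45.2% and 42.7%. The share that rose between 1 and 24 h was 53.1%, 58.7% and 74.6% in LN and 71.8%, 59.1% and 55% in OB.

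The replicate numbers do not pair the arrays: the deviations of arrays with the same number correlated at -0.149 to 0.151, and 5 of 18 arrays matched their own number best. With the number as a block, the counts were 2232, 5414 and 3886 at 1, 4 and 24 h.

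With 1 array left out, the counts ranged from 1264 to 2645 at 1 h, 4423 to 5751 at 4 h, 3058 to 4199 at 24 h, 4956 to 5532 averaged, 7544 to 8666 and 7734 to 8558 over time in LN and OB, 5670 to 6811 at any time point, and 4900 to 6752 changing with time. The 1 h count was 1264 without LN 1 h replicate 3, 1461 without OB 1 h replicate 1 and 1498 without OB 1 h replicate 2. The lists called ranged from 14 to 19, 7 to 10, 16 to 19 and 12 to 15 at 1 h, 4 h, 24 h and averaged. The dispersions of the Fig. 4 genes with Thbs1 ranged from 1.46 to 1.51 and 2.02 to 2.08 (Thbs1 lean, in LN and OB), and 2.46 to 2.55 and 0.818 to 0.847 (Thbs1 obese).

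With quantile normalization, genes that had been higher at 1 h reversed: Actb -0.0086, Cd68 -0.033, Csf1r -0.011, H2-K1 -0.011, Lyz2 -0.0048, Npc2 -0.045 and Plin2 -0.18. With the mean of all probe sets, these reversed at 1 h: Actn1 -0.33 and Csf1r -0.0054; at 4 h: Actn1 -0.21, Aoah 0.37, Csf1r -0.16, Fn1 0.53, Fscn1 -0.013, H2-K1 -0.28, Igfbp7 -0.0069, Ighm -0.016, Itga5 0.10, Lipa -0.15, Lpl -0.17, Man2b1 0.061, Nfe2l2 0.22, Pxn -0.29 and Vcl -0.11; and at 24 h: Malt1 0.088, Man2b1 0.28, Pltp 0.19 and Slc7a2 0.050. Without probe sets whose names mark several transcripts, these reversed at 1 h: Acta2 -0.19, Lipa -0.053, Pxn -0.057 and Vasn -0.10; at 4 h: Acta2 -0.14, Hsd17b7 -0.016, Ighm -0.074, Lipa -0.30, Lss -0.14, Mcm5 -0.16, Nsmf -0.066, Pxn -0.46 and Tgm2 -0.15; and at 24 h: Nfkbib 0.018. The mean brings in the other probe sets of a gene, and the last setting reads another probe set.

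The number of lists called was 16, 7, 17 and 13 at 1 h, 4 h, 24 h and averaged, against 9, 3, 10 and 3 with an estimated correlation, and limma's fry called 23 at 4 h and 28 averaged. Medians that reversed with quantile normalization were -0.0307 (lysosome, 1 h) and -0.0713 (macrophage markers, 1 h). The focal adhesion list at 24 h counted as reversed by camera's direction only, since its median of 0.0331 became 0.0597. With fry, which tests against no change in place of the other genes, the direction reversed for medians of -0.0144 (Toll-like receptor signaling, 1 h), -0.0475 (ECM-receptor interaction, 1 h), 0.000404 (lupus pathway genes, 1 h), -0.0913 (M2 polarization, 1 h), 0.0135 (NOD-like receptor signaling, 4 h) and 0.0331 (focal adhesion, 24 h). Enriched lists were 20 of 22, against 12 with a fold of at least 2, where 0 genes of cholesterol efflux and 0 of the lysosome were left. With only the genes above the median of the gene means as background, 5 lists fell short. These were the Toll-like receptor and chemokine lists, arginine and proline metabolism (adjusted p = 0.128, one-sided Fisher's exact test), the lysosome (0.134) and NRF2 targets (0.134).

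The median ratio of dispersions was 2.85 for lean clusters, against 1.98 on a map of 18 by 18 units, 2.76, 2.78 and 2.78 with random starts 1, 4 and 5, 3.02 with only the genes above the median of the gene means and 2.35 with the 50 nearest genes. For obese clusters it was 2.62, against 1.88, 2.72 and 2.71 (random starts 2 and 5), 2.96 and 2.24. Switching genes were 1288 on the smaller map. For the Fig. 4 genes with Thbs1, the dispersions in LN and OB were 4.12 and 4.28 (Thbs1 lean) and 4.63 and 3.20 (Thbs1 obese) with the mean of all probe sets. With the offset of 150 they were 1.25 and 1.73, and 2.02 and 0.652.

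Detection calls were not used here, so signal was not told from background for dim genes. With only the genes above the median of the gene means, 2412, 4937 and 3747 genes differed at 1, 4 and 24 h.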

Differences from the paper's values

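The paper's count of differentially expressed genes is 158; here 6462 genes differed at a false discovery rate of 2%, as the paper's threshold was read, at any time point. Counted at any time point, all alternatives set before the data were examined differ too. They ran from 328 genes with a fold of at least 2 to 12585 probe sets without a choice of 1 per gene. Those chosen afterwards gave 6440 with an offset of 150 and 3833 without the 4 h arrays. At single time points, a false discovery rate of 2% and a fold of at least 2 left 20, 180 and 195 genes at 1, 4 and 24 h. An adjusted p under 0.05 and a fold of at least 4 left 1, 9 and 24. The paper's text does not say whether a fold threshold was used.

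The paper reports 61 switching genes by 3 criteria. Its second was read here as a larger dispersion of each cluster in the other diet. Of all genes, 99.8% met this for the lean and 99.2% for the obese cluster. Whether cluster members share a cluster on the other map was not tested. With that reading, 3899 genes met the first 2 criteria, with the pathway criterion not applied. The alternatives set before the data were examined differ as well: 1288 on a map of 18 by 18 units, 3869 to 4042 with random starts, and 3888 with only the genes above the median of the gene means.

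The paper's difference between OB and LN is about -1.7 for Thbs1 at 4 h in Fig. 4, read by eye; here it was -2.002. The alternatives set before the data were examined ran from -2.060 (without OB 4 h replicate 2) to -1.882 (quantile normalization of all arrays). Values read by eye were compared within a margin. For Thbs1 at 1 h, about -0.9 in the figure, -0.986 (quantile normalization) counted as not differing and -0.797 (median centring) as differing. The offset of 150, chosen after seeing the values, gave -1.698 and dropped 0 of the calls on Thbs1, Col1a2, Col3a1, Col5a2, Bgn and Cald1.

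The paper states that its 9 switching genes have the largest distances and the highest differential expression among the switching genes. By the distance between clusters, Thbs1, Col1a2, Col3a1, Col5a2, Bgn and Cald1 ranked between 9 (Col3a1) and 120 (Thbs1) of 3899. With 5 random starts of the map, set before the data were examined, the ranks ran from 8 (Col3a1) to 152 (Thbs1), with 33 to 70 for Col1a2 and 55 to 152 for Thbs1; on a map of 18 by 18 units they ran from 3 (Col3a1) to 50 (Bgn), without Thbs1, which did not meet the criteria, and with only the genes above the median of the gene means from 11 (Col3a1) to 69 (Bgn). By the distance between profiles, Col3a1 was among the 10 largest differences of all genes.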

Other observations

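Genes of cholesterol and fatty acid synthesis were higher in OB. Of 30 measured, 12 were higher and 0 lower at 1 h, 17 higher and 1 lower at 4 h, and 23 higher and 0 lower at 24 h (14 and 0, 17 and 1, and 27 and 0 when adjusted over the list alone). The list was called at 24 h with an estimated correlation (adjusted p = 0.0315), and the calls at 1 and 4 h were lost (adjusted p = 0.0523 and 0.247 with an estimated correlation). Scd1, which desaturates fatty acids, was higher by 1.44 at 24 h, Stard4, a cholesterol carrier, by 0.83, and Sqle, an enzyme of sterol synthesis, by 0.65 at 4 h.

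Genes of MHC class I antigen presentation were lower in OB at 4 and 24 h, 9 of 16 and 11 of 16, with 0 higher at both (9 and 13 lower when adjusted over the list alone; adjusted p = 0.0338 and 0.000156 with an estimated correlation). At 1 h, 3 were higher and 5 lower (3 and 7 when adjusted over the list alone), without a call (adjusted p = 0.75 with an estimated correlation). Tap1, which carries peptides into the endoplasmic reticulum, differed by -2.06 at 24 h, Nlrc5, the transactivator of these genes, by -1.63, and Psmb9, a subunit of the immunoproteasome, by -1.40. Of 33 genes of glycolysis and hypoxia, 2 were higher and 19 lower in OB at 24 h (4 and 20 when adjusted over the list alone; adjusted p = 0.0271 with an estimated correlation), among them the hexokinase gene Hk2 (-0.55).

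Cytokine transcripts moved apart from each other. Il12b, the subunit shared by interleukins 12 and 23, was higher in OB by 1.11 at 1 h and 0.60 at 4 h and differed by -1.01 at 24 h (standard error 0.0751, adjusted p = 1.8e-08, 4.78e-06 and 5.08e-09 from limma). Il10, an anti-inflammatory cytokine, differed by -0.29 at 4 h and was higher by 0.90 at 24 h. Csf2 was higher by 1.87 at 1 h, and Il1b was higher by 0.36, 0.30 and 0.33 at the 3 time points. The chemokine Ccl2 was higher by 0.24 at 1 h and then differed by -0.53 and -0.90. Of 30 genes of M2 polarization, 3 were higher and 7 lower at 1 h, 4 and 7 at 4 h, and 9 and 7 at 24 h (6 and 9, 4 and 7, and 9 and 7 when adjusted over the list alone), without a call by camera (adjusted p = 0.64, 0.554 and 0.916). Mrc1, the mannose receptor, was higher by 0.47 at 24 h.

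The paper measured the macrophage surface markers of Fig. 2 as proteins on uninfected BMMΦ, and the values here are of transcripts in infected cells. The integrin chain Itgam differed between OB and LN by -0.46 at 1 h and -0.66 at 4 h (adjusted p = 0.00022 and 4.32e-07), and Adgre1, which encodes F4/80, by -0.34 at 4 h (adjusted p = 0.000141). At 24 h neither passed the test (adjusted p = 0.184 and 0.668). Of 14 granulocyte markers, 0 were higher and 5 lower in OB at 1 h, 0 and 4 at 4 h, and 4 and 0 at 24 h (0 and 7, 0 and 5, and 4 and 0 when adjusted over the list alone). Camera with an estimated correlation called the list at 1 h (adjusted p = 0.0309) and not at 4 or 24 h (0.239 and 0.274). The difference rose between 1 and 24 h for 7 of them and fell for 0 (7 and 0 when adjusted over the list alone; adjusted p = 0.0332).

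Of 4 sex-linked genes measured, 0 were higher and 0 lower in OB at 1 h, 3 and 0 at 4 h, and 1 and 0 at 24 h (0 and 1, 3 and 1, and 2 and 0 when adjusted over the list alone).

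The difference between the 3' and 5' control probe sets, a measure of RNA quality, had group means from -0.11 to 0.03 for Gapdh and from 0.16 to 0.34 for actin on the log2 scale. For Gapdh it was 0.0111 ± 0.0242 (SD, n = 3) in LN and -0.0767 ± 0.0127 in OB at 1 h, -0.0121 ± 0.0255 and -0.105 ± 0.0165 at 4 h, and 0.0340 ± 0.0351 and 0.0027 ± 0.0412 at 24 h. For actin it was 0.192 ± 0.0304 in LN and 0.180 ± 0.0367 in OB at 1 h, 0.158 ± 0.0315 and 0.249 ± 0.0279 at 4 h, and 0.338 ± 0.0653 and 0.244 ± 0.0116 at 24 h.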
